A study of Mus musculus with 30 samples.

How the data were processed

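RNA was measured in a primary mouse tail fibroblast line (CCG-HTA-1), derived from UMHet3 mice, a genetically mixed stock, and used at passage 4. Per the labels, the cells were grown in high-glucose medium without pyruvate at ambient oxygen, treated with 1 of 8 compounds or with the solvent DMSO, and collected 48 hours later. Total RNA was extracted with RNAzol and depleted of ribosomal RNA, and libraries were sequenced on an Illumina instrument, per the labels. Doses are not given in the labels and are not used here. Groups were taken from the treatment label of each sample, which gave 3 libraries for each compound and 6 for DMSO, 30 in all. The series text speaks of 5 DMSO replicates, and the 6 libraries that the labels name as DMSO were all used. All libraries come from 1 cell line, so the replicates are cultures or libraries of that line and not separate animals. The age given for the donor mice differs between Dihydrorotenone replicate 1 and the other libraries.

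Per the series text and the labels, the authors quantified transcripts with kallisto, summed them per gene with tximport and tested expression with DESeq2 on their own counts. The deposited table analysed here holds TPM (transcripts per 1000000 transcripts) made by the authors, with 1 column per library and 29861 genes. The transcript index, the genome build and the software versions of the authors' steps are not stated. TPM divides each gene's reads by transcript length and by the library's total, so each value is relative to the other genes of the same library. The listed genes summed to between 927024 and 937134 TPM per library, or 92.7% to 93.7% of 1000000, so the deposited values are relative to a total that includes features not listed. The sequencing depth of each library cannot be recovered from TPM and is unknown, so no counting intervals or detection floors are given. Precision was judged from the spread between replicates alone.

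Gene identifiers were matched to the GENCODE M21 annotation of GRCm38, which may differ from the annotation the authors used. A symbol and a position were found for 29426 of the 29861 genes (98.5%), and 435 genes had neither. All coordinates are 1-based positions of whole genes in GRCm38. The matched genes included 21398 protein-coding genes and 7516 pseudogenes. To show which genes share sequence with others, the longest reference transcript of each gene in the deposited table was divided into 31-mers. The percentage of them that also occur in the longest transcript of another such gene was computed. Other transcripts and genes not listed were not searched, so sharing may be understated.

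Values were transformed to log2(TPM + 1). Genes with at least 1 TPM in at least 3 libraries were tested, which left 13644. Fold changes are on this scale, which understates the change of genes with low TPM. All 30 libraries were fitted together with limma 3.58.1 in R 4.3.3, with 1 mean per group and empirical Bayes moderation with an intensity trend, and each compound was compared with DMSO. Benjamini-Hochberg adjustment was made over genes within each comparison, with a threshold of 0.05. No block or other covariate was used. The design, the 13 gene lists, the rule for naming genes and all alternatives with the exceptions given next were fixed before the data were examined. A fit restricted to the 12704 tested protein-coding genes was chosen after seeing the data. So were the alternative tests of the direct contrasts between compounds, named below.

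The named genes are, for each compound, the 2 with the largest rise and the 2 with the largest fall among genes past the threshold that had a mean of at least 5 TPM in the higher group, every treated library outside the range of the 6 DMSO libraries, and a symbol other than a predicted-gene, Riken, pseudogene or clone name. Members of the gene lists were also open to naming, as was Slc7a11, which belongs to both the NRF2 and the ATF4 programmes and was left out of both lists. Genes named outside this rule are said to be so.

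The lists covered targets of NRF2 and of ATF4, mitochondrially encoded proteins, nuclear oxidative phosphorylation, heat shock proteins, endoplasmic reticulum chaperones, cholesterol synthesis, the cell cycle, p53 targets, glycolysis and hypoxia, tubulins, the extracellular matrix and the interferon response. Each list was tested in each compound with limma's camera, a competitive test with a preset correlation between genes of 0.01, and adjusted over the 104 tests. The 28 direct contrasts between compounds were tested for the NRF2 and ATF4 lists in the same way, adjusted over 56 tests. Library scores, the mean log2(TPM + 1) of a list in a library, were compared among the 8 compounds by a permutation test of an F statistic over the 24 treated libraries with 100000 resamples, adjusted over 13 lists. Pearson correlations of log2 fold changes across genes were computed for the 28 pairs of compounds. Because all comparisons share the DMSO libraries, unchanged groups were simulated 100 times, as normal values with the fitted spreads, against 6 shared controls to give the correlation that arises without any effect.

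The pipeline was tested on simulated data for the same 13644 genes, of which 200 were changed. The simulated values were drawn around the DMSO means with the fitted spreads, and the changed genes were moved by 1 on the log2 scale. It called 193 of them (96.5%), all 193 in the right direction, with 7 calls among the unchanged genes and 0 in the compounds left unchanged. In the same simulated data, limma's camera passed the threshold for a list that had been shifted and did not for a list left unshifted. The genes were simulated as independent, so this could not show how camera behaves when the genes of a list are correlated. Within-group Pearson correlations of log2(TPM + 1) lay between 0.986 and 0.993 over 39 pairs of libraries, and no pair had the same values in more than 0.00524% of genes, so no library was counted as a duplicate.

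The alternatives were a pseudocount of 0.1, no filter, a mean of at least 5 TPM, fits of 1 compound with DMSO only, no intensity trend, robust moderation, array weights, median-ratio scaling, quantile normalization, rescaling without the 20 most abundant genes, DMSO replicates 1 to 3 only, those with a replicate block, each library left out in turn, and, for the lists, an estimated correlation, fry, an exact permutation test of library scores and the NRF2 and ATF4 lists without 4 members. The estimated correlation and fry were run for the direct contrasts between compounds too, a choice made after the data were examined. Correlations were also computed with separate DMSO libraries for the compounds of a pair, with a mean of at least 5 TPM, with a pseudocount of 0.1 and as Spearman's rho. The marker lists used in the closing part (macrophage markers, satellite-like predicted genes, NF-kB targets and myofibroblast and serum response factor genes) were written after the data were examined. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.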

Results

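Transcript abundance was measured by RNA sequencing in a primary mouse tail fibroblast line 48 hours after exposure to 1 of 8 small molecules or to the solvent DMSO. The study's title asks which pathways of cellular stress resistance depend on NRF2, a transcription factor that raises antioxidant and detoxification genes, and which do not. The compounds were Antimycin A and Dihydrorotenone, which inhibit the mitochondrial respiratory chain, Diphenyleneiodonium Cl, an inhibitor of flavin-containing enzymes, Cardamonin, a plant chalcone, a compound listed as BerberineA, Clofilium tosylate, a potassium channel blocker, AEG-3482, and Podofilox, which blocks tubulin polymerisation. Each compound had 3 libraries and DMSO had 6. Between 12229 and 12700 genes reached 1 TPM in a library, and the 20 most abundant genes took 13.1% to 18.9% of the deposited TPM. Sequencing depth is unknown, because TPM does not carry it. Library numbers ran consecutively within each of the 9 groups, so a difference between groups and a difference between library batches cannot be told apart from these data.

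Every compound was compared with DMSO to find which genes it changed. Of 13644 genes tested, Cardamonin changed 9587 at an adjusted limma p below 0.05, or 70.3% of those tested, with 5084 higher and 4503 lower. AEG-3482 changed 9287 genes (68.1%), 5634 of them higher and 3653 lower. Podofilox changed 6298 genes, with 3573 higher and 2725 lower, and Antimycin A changed 5089, with 2980 higher and 2109 lower. Smaller numbers were found for Diphenyleneiodonium Cl, with 3504 genes (1906 higher and 1598 lower), and Clofilium tosylate, with 3192 genes (1485 higher and 1707 lower). BerberineA changed 2967 genes, 1717 of them higher and 1250 lower. Dihydrorotenone changed 1963 genes, 676 of them higher and 1287 lower. Changes of at least 2-fold on the log2(TPM + 1) scale were fewer, with 1983 genes in Cardamonin, 1418 in AEG-3482, 451 in Podofilox, 326 in Antimycin A, 142 in Diphenyleneiodonium Cl, 99 in Clofilium tosylate, 87 in BerberineA and 26 in Dihydrorotenone. The alternative that moved a count most in proportion to its size was a fit of Dihydrorotenone and DMSO alone, which called 898 genes against 1963. The Dihydrorotenone count was 1233 without its replicate 1 and 1266 without its replicate 2.

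The balance of higher and lower genes depended on the scaling. Genes higher than DMSO made up 34.4% of the changed genes in Dihydrorotenone as deposited, 50.7% after median-ratio scaling, 47.2% after quantile normalization and 29.4% after rescaling without the 20 most abundant genes. Under the same 3 scalings, in that order, the share went from 60.7% to 49.4%, 54.3% and 53.6% in AEG-3482, from 57.9% to 47.7%, 48.7% and 48.5% in BerberineA, and from 58.6% to 51.2%, 49.3% and 49.8% in Antimycin A. It went from 54.4% to 49.3%, 47.8% and 46.6% in Diphenyleneiodonium Cl and from 53.03% to 49.6%, 54.6% and 49.8% in Cardamonin. The share stayed below 50% in Clofilium tosylate, between 43.7% and 48.7%, and above 50% in Podofilox, between 51.2% and 58.5%. The median log2 fold change of all tested genes in AEG-3482 went from 0.10 as deposited to −0.0079 after median-ratio scaling, so small changes in that compound are relative to this shift.

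**Figure D1:**
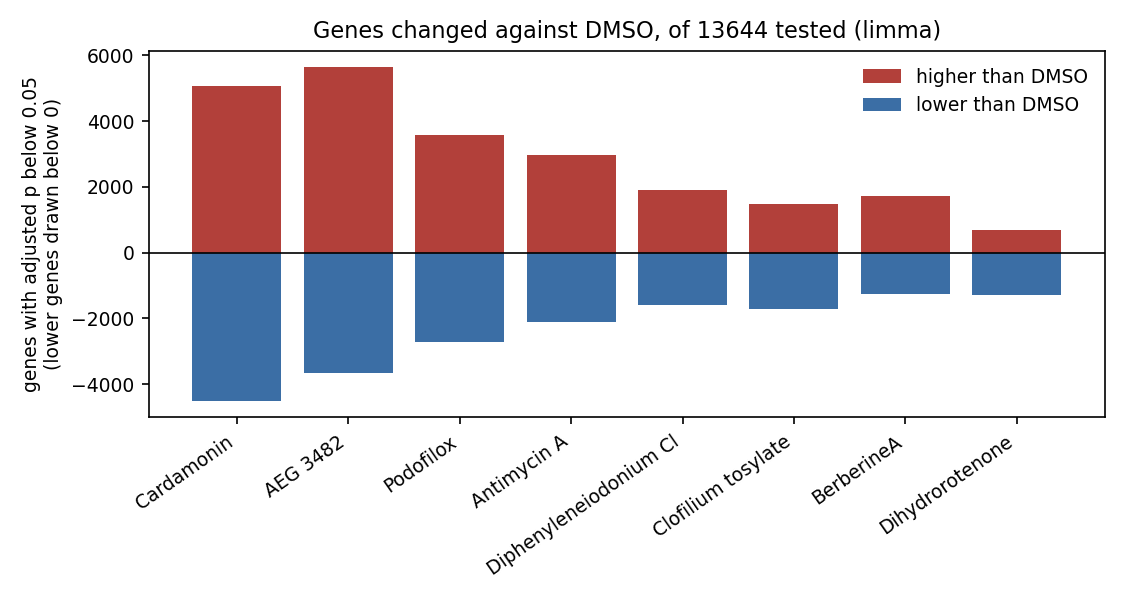
Number of genes with an adjusted limma p below 0.05 against DMSO for each compound, of 13644 tested, with genes higher than DMSO above the zero line and genes lower than DMSO below it. Cardamonin (5084 higher, 4503 lower) and AEG-3482 (5634 higher, 3653 lower) had the most and Dihydrorotenone (676 higher, 1287 lower) the fewest. The side with more genes changed under some scaling in all compounds but Clofilium tosylate and Podofilox. In AEG-3482 and Dihydrorotenone it changed only under median-ratio scaling, which centres the fold changes.

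The genes with the largest rises in Cardamonin under the naming rule were 2 glutathione S-transferases on chromosome 9. Gsta2 (ENSMUSG00000057933, positions 78331018 to 78355788) had 188 ± 45.6 TPM (SD, n = 3) against 0.536 ± 0.334 TPM in DMSO (SD, n = 6), a log2 fold change of 6.94 ± 0.25 (SE; limma adjusted p = 2.39e-18). Gsta1 (ENSMUSG00000074183, positions 78230656 to 78242684) had 107 ± 12.8 TPM against 1.78 ± 0.819 TPM, a log2 fold change of 5.32 ± 0.22. Of their 31-mers, 75.5% for Gsta2 and 62.4% for Gsta1 also occur in another gene, so the division of reads among these genes is uncertain. Acta2, the smooth muscle actin gene on chromosome 19 (ENSMUSG00000035783, positions 34241090 to 34255590), fell from 250.2 ± 42.8 TPM in DMSO to 1.75 ± 0.203 TPM, a log2 fold change of −6.50 ± 0.14 (limma adjusted p = 1.18e-22). Ccl20, a chemokine gene on chromosome 1 (ENSMUSG00000026166, positions 83116766 to 83119167), fell from 79.9 ± 13.9 TPM to 0.197 ± 0.103 TPM, a log2 fold change of −6.06 ± 0.13.

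Under the naming rule, the largest rises in AEG-3482 were in NRF2 list members. Srxn1 on chromosome 2 (ENSMUSG00000032802, positions 152105516 to 152111376) rose from 88.7 ± 10.8 TPM in DMSO (SD, n = 6) to 1347 ± 104 TPM (SD, n = 3), a log2 fold change of 3.92 ± 0.07 (SE; limma adjusted p = 1.11e-23). Hmox1 on chromosome 8 (ENSMUSG00000005413, positions 75093621 to 75100589) rose from 523 ± 81.9 TPM to 7249 ± 191 TPM, a log2 fold change of 3.80 ± 0.08. Ccl20 fell to 0.303 ± 0.0944 TPM, a log2 fold change of −5.94 ± 0.13. Nos2, the inducible nitric oxide synthase gene on chromosome 11 (ENSMUSG00000020826, positions 78920787 to 78960254), fell from 62.7 ± 11.5 TPM to 0.387 ± 0.288 TPM, a log2 fold change of −5.52 ± 0.22 (limma adjusted p = 4.58e-17).

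In Podofilox, Mmp12 on chromosome 9 (ENSMUSG00000049723, positions 7344381 to 7369499) rose from 26.6 ± 3.87 TPM in DMSO (SD, n = 6) to 708 ± 53.3 TPM (SD, n = 3), a log2 fold change of 4.69 ± 0.10 (SE; limma adjusted p = 2.59e-21). Atf3 on chromosome 1 (ENSMUSG00000026628, positions 191170296 to 191218039) rose from 5.40 ± 1.16 to 44.1 ± 1.55 TPM, a log2 fold change of 2.84 ± 0.11. Acta2 fell by 2.94 on the log2 scale, to 32.5 ± 10.5 TPM. Dio3, a deiodinase gene on chromosome 12 (ENSMUSG00000075707, positions 110279068 to 110281097), fell from 61.9 ± 14.7 TPM to 7.08 ± 0.0504 TPM, a log2 fold change of −2.93 ± 0.15.

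Under the naming rule, Dio3 was also among the largest falls in the remaining 5 compounds, with log2 fold changes of −3.26 in Antimycin A, −2.06 in Clofilium tosylate, −1.73 in BerberineA, −1.68 in Diphenyleneiodonium Cl and −1.62 in Dihydrorotenone. In Antimycin A, Chchd10 on chromosome 10 (ENSMUSG00000049422, positions 75933130 to 75937747) rose from 8.30 ± 2.97 TPM in DMSO (SD, n = 6) to 59.9 ± 4.30 TPM (SD, n = 3), a log2 fold change of 2.76 ± 0.17 (SE; limma adjusted p = 1.81e-12), and it rose by 2.44 in Clofilium tosylate. The interferon-induced gene Rsad2 on chromosome 12 (ENSMUSG00000020641, positions 26442746 to 26456452) rose in Antimycin A from 1.15 ± 0.466 to 12.1 ± 2.09 TPM, a log2 fold change of 2.62 ± 0.15. Agtr2 on chromosome X (ENSMUSG00000068122, positions 21484544 to 21489164) fell in Antimycin A by 2.40 on the log2 scale. In Clofilium tosylate, Trib3 on chromosome 2 (ENSMUSG00000032715, positions 152337422 to 152344032) rose from 4.42 ± 0.716 to 40.7 ± 2.89 TPM, a log2 fold change of 2.95 ± 0.10 (limma adjusted p = 5.08e-17), and Gdpd2 on chromosome X (ENSMUSG00000019359, positions 100729873 to 100738895) fell by 1.85.

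Under the naming rule, interferon-induced genes were the largest rises in the other 3 compounds. Ifit3 on chromosome 19 (ENSMUSG00000074896, positions 34583531 to 34588731) rose from 120.4 ± 26.6 TPM in DMSO (SD, n = 6) to 592 ± 32.3 TPM in Diphenyleneiodonium Cl (SD, n = 3), to 436 ± 44.1 TPM in BerberineA and to 270.2 ± 44.7 TPM in Dihydrorotenone. The log2 fold changes were 2.32, 1.88 and 1.18, with an SE of 0.18 each and limma adjusted p-values of 7.22e-10, 4.26e-08 and 8.54e-05. Ifit3b on chromosome 19 (ENSMUSG00000062488, positions 34607970 to 34613401) rose by 2.35 in Diphenyleneiodonium Cl and by 1.84 in BerberineA. The Ifit3 and Ifit3b transcripts share 61.8% and 55.2% of their 31-mers with other genes, so reads may have been divided between them. In Dihydrorotenone, Cxcl11 on chromosome 5 (ENSMUSG00000060183, positions 92359544 to 92365485, annotated as a polymorphic pseudogene) rose from 2.86 ± 0.972 to 7.47 ± 0.772 TPM, a log2 fold change of 1.17 ± 0.16, and Ccl20 fell by 1.14. Tm4sf1 on chromosome 3 (ENSMUSG00000027800, positions 57285611 to 57301988) fell by 1.67 in Diphenyleneiodonium Cl, and Il6 on chromosome 5 (ENSMUSG00000025746, positions 30013114 to 30019981) fell by 1.71 in BerberineA. All 32 named changes kept their direction and stayed past the threshold in every alternative run for them.

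The NRF2 list asked which compounds raised genes that NRF2 is known to control. All 25 members were tested. The median log2 fold change was 2.77 in Cardamonin and 2.43 in AEG-3482, and all 25 members were higher than DMSO in both. With adjustment over all genes tested, 25 members changed in Cardamonin and 24 in AEG-3482, and adjusted over the list alone the numbers were also 25 and 24. The limma camera adjusted p was 1.06e-18 in Cardamonin and 4.16e-18 in AEG-3482. Podofilox had a median of 0.46 with 20 of 25 members higher (camera adjusted p = 1.43e-05), Antimycin A 0.21 with 22 higher (1.79e-05), Diphenyleneiodonium Cl 0.17 with 20 higher (5.76e-06) and Clofilium tosylate 0.14 with 21 higher (1.25e-05). The members changed over all genes tested were 21 in Podofilox, 16 in Antimycin A, 12 in Diphenyleneiodonium Cl and 11 in Clofilium tosylate, and adjusted over the list alone they were 21, 18, 16 and 19. BerberineA had a median of −0.08 with 9 of 25 members higher (camera adjusted p = 0.0148). Dihydrorotenone had a median of −0.07 with 7 higher, which did not pass the threshold (camera adjusted p = 0.0706). The alternative that moved these calls most was an estimated correlation between genes, under which only Cardamonin and AEG-3482 stayed past the threshold (camera adjusted p = 0.0147 for both, with a highest value of 0.0197 over all alternatives run for them). The BerberineA call was lost without DMSO replicate 4, with a median of −0.0438, and the Dihydrorotenone list passed without DMSO replicate 3, with a median of −0.111.

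Single members of the list, and Slc7a11 outside it, were compared in the same way. Nqo1 on chromosome 8 (ENSMUSG00000003849, positions 107388225 to 107403206) had 90.9 ± 9.63 TPM in DMSO (SD, n = 6), 874 ± 75.7 TPM in Cardamonin and 649 ± 53.7 TPM in AEG-3482 (SD, n = 3 each). Its log2 fold changes were 3.25 and 2.83, against 0.68 in Diphenyleneiodonium Cl and 0.41 in Antimycin A, and its change of 0.04 in Podofilox did not pass (limma adjusted p = 0.640). Hmox1 reached 12073 ± 494 TPM in Cardamonin, a log2 fold change of 4.54. It rose by 0.56 in Podofilox and fell by 0.32 in both Dihydrorotenone and BerberineA, and it did not pass the threshold in Antimycin A, Diphenyleneiodonium Cl or Clofilium tosylate. Slc7a11, the cystine transporter gene on chromosome 3 (ENSMUSG00000027737, positions 49892526 to 50443614), had 19.2 ± 3.41 TPM in DMSO and 435 ± 17.6 TPM in Cardamonin, a log2 fold change of 4.45. It rose by 2.38 in AEG-3482, 1.78 in Podofilox, 0.50 in Antimycin A and 0.44 in Clofilium tosylate. In BerberineA it fell by 0.45 and in Dihydrorotenone by 0.52, and the change of 0.19 in Diphenyleneiodonium Cl did not pass (limma adjusted p = 0.179).

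The ATF4 list covered genes of the integrated stress response, a programme that answers amino acid shortage and mitochondrial or protein-folding stress, and 28 of its 29 genes were tested. The median log2 fold change was 1.09 in Cardamonin (limma camera adjusted p = 4.18e-08), 0.92 in Podofilox (1.28e-15), 0.63 in Antimycin A (1.32e-12), 0.60 in Clofilium tosylate (5.25e-22) and 0.45 in AEG-3482 (0.00785). Members higher than DMSO numbered 24, 27, 24, 25 and 21 of 28 in that order. Members changed over all genes tested numbered 26, 25, 24, 23 and 24, and adjusted over the list alone 27, 25, 24, 23 and 24. The list did not pass in BerberineA (median 0.12, camera adjusted p = 0.132), Dihydrorotenone (−0.15, 0.109) or Diphenyleneiodonium Cl (−0.06, 0.610). Under an estimated correlation the calls in Cardamonin, Podofilox, Antimycin A and Clofilium tosylate held and that in AEG-3482 did not (camera adjusted p = 0.219, in a range of 8.22e-14 to 0.219 over its alternatives). Dihydrorotenone passed with fry, limma's self-contained test (adjusted p = 0.00640, in a range of 0.00640 to 0.443 over its alternatives). Trib3 rose by 3.78 in Cardamonin, 2.50 in Antimycin A and 2.15 in Podofilox, besides 2.95 in Clofilium tosylate, and its changes of −0.16 in Dihydrorotenone and −0.06 in Diphenyleneiodonium Cl did not pass. Chac1 on chromosome 2 (ENSMUSG00000027313, positions 119351229 to 119354381) rose by 3.35 in Cardamonin and by 2.38 in Podofilox.

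**Figure D2:**
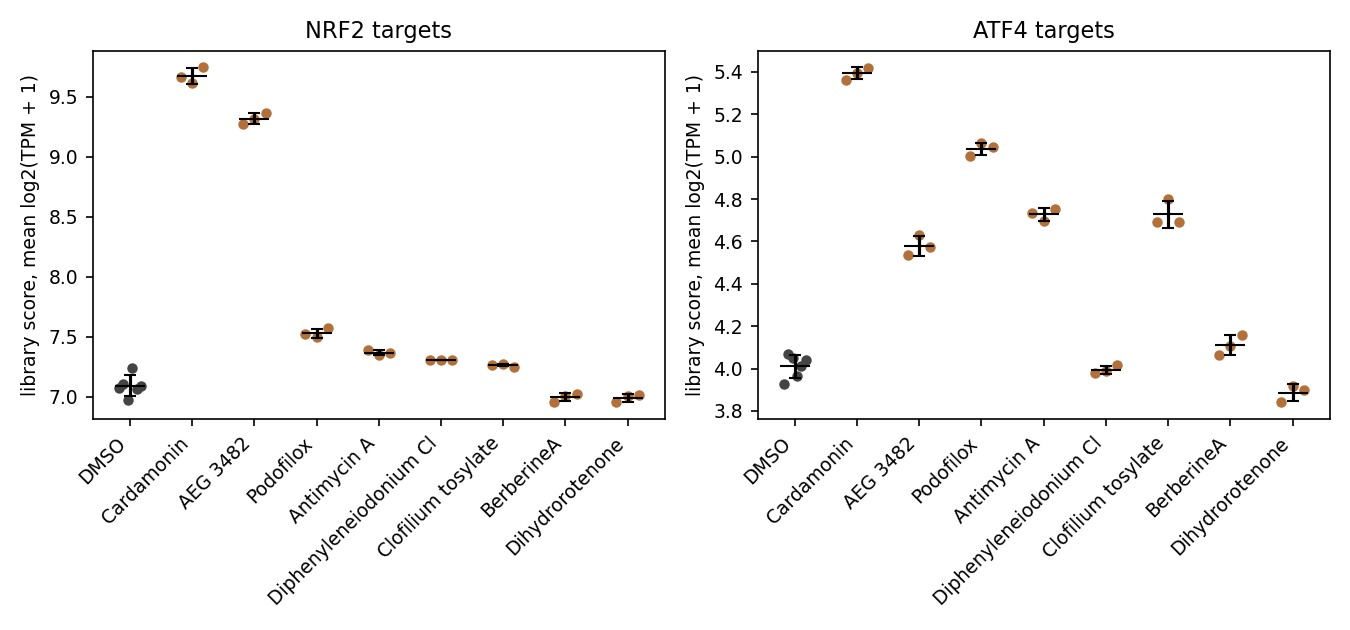
Score of each library for the NRF2 list (left) and the ATF4 list (right), the mean log2(TPM + 1) over the list's tested genes, with 1 point per library, a horizontal bar at the group mean and error bars of 1 SD (n = 3 per compound, n = 6 for DMSO). The NRF2 score averaged 9.68 in Cardamonin and 9.32 in AEG-3482 against 7.09 in DMSO, and the ATF4 score averaged 5.39 in Cardamonin and 5.04 in Podofilox against 4.01 in DMSO. The vertical axes do not start at 0.

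Differences between compounds were tested directly, since a list past the threshold in 1 compound and not in another is no evidence of a difference. Of 56 tests, 48 passed, 24 for each list. The NRF2 list was higher in Cardamonin than in Podofilox by a median of 2.06 (limma camera adjusted p = 3.80e-26) and lower in AEG-3482 than in Cardamonin, with a median of −0.27 (4.81e-06). It did not pass the threshold between BerberineA and Dihydrorotenone (median −0.00374, adjusted p = 0.0822), between Antimycin A and Diphenyleneiodonium Cl (0.08, 0.126), between Antimycin A and Podofilox (−0.15, 0.103) or between Clofilium tosylate and Diphenyleneiodonium Cl (−0.00252, 0.393). The ATF4 list was lower in AEG-3482 than in Cardamonin, with a median of −0.80 (1.67e-10), and lower in AEG-3482 than in Podofilox, with a median of −0.49 (7.67e-04). It was higher in Antimycin A than in Dihydrorotenone by 0.65 (6.60e-27) and than in Diphenyleneiodonium Cl by 0.60 (3.96e-35). It did not pass the threshold between Antimycin A and Clofilium tosylate (−0.03, 0.318) or between Dihydrorotenone and Diphenyleneiodonium Cl (−0.06, 0.133), nor between AEG-3482 and Antimycin A (−0.22, 0.153) or Clofilium tosylate (−0.08, 0.0940). The alternative that moved the number most, chosen after the data were seen as was fry, was an estimated correlation between genes, under which 33 of the 56 passed, all of them among the 48. Of the differences named here, those of AEG-3482 from Cardamonin in the NRF2 list and from Podofilox in the ATF4 list did not hold under it. With fry 52 passed, among them all 48. The 4 others were Antimycin A against Podofilox in the NRF2 list and, in the ATF4 list, Dihydrorotenone against Diphenyleneiodonium Cl and AEG-3482 against Antimycin A and against Clofilium tosylate. Across the other alternatives, apart from single libraries left out, between 44 and 50 passed, with the low end under a filter of a mean of at least 5 TPM.

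The other 11 lists gave 60 calls among 88 tests. The interferon list separated the compounds by direction. Its median was 1.68 in Antimycin A, 1.44 in Diphenyleneiodonium Cl, 0.93 in Clofilium tosylate and 0.69 in Dihydrorotenone, and in BerberineA it lay between those of Diphenyleneiodonium Cl and Clofilium tosylate. All 16 members were higher than DMSO in each of these 5 compounds. The median was −2.14 in Cardamonin, −1.43 in Podofilox and −0.88 in AEG-3482, with 0 of 16 members higher in each. Heat shock proteins were higher in Cardamonin (median 1.07), AEG-3482 (0.96) and Podofilox (0.19) and slightly lower in Dihydrorotenone (−0.08). Endoplasmic reticulum chaperones were higher in Cardamonin (0.61) and Podofilox (0.52), did not pass in AEG-3482, and were lower in the other 5 compounds, with medians from −0.31 to −0.18. Cholesterol synthesis genes were lower in 7 compounds, with the lowest median of −0.61 in Antimycin A. They did not pass in AEG-3482, where the median was 0.18 and 18 of 23 members were higher (camera adjusted p = 0.132). There they passed with fry (adjusted p = 2.47e-06) and in the exact permutation test of library scores (adjusted p = 0.0197). Extracellular matrix genes were lower in all 8, from −1.47 in Cardamonin to −0.16 in Diphenyleneiodonium Cl. Targets of p53 were higher in 7 compounds, from 0.06 in Dihydrorotenone to 0.83 in AEG-3482, and did not pass in Podofilox. In the exact permutation test of library scores, the calls in Dihydrorotenone (adjusted p = 0.259) and Clofilium tosylate (0.147) were lost, and Podofilox passed as lower (0.0495). With fry, Dihydrorotenone was lost too (adjusted p = 0.215), while Clofilium tosylate (0.0363) and Podofilox (2.34e-04) passed. Mitochondrially encoded proteins were lower in Antimycin A (−0.55) and AEG-3482 (−0.21) and higher in Dihydrorotenone (0.32), BerberineA (0.27), Diphenyleneiodonium Cl (0.16) and Clofilium tosylate (0.14). Nuclear oxidative phosphorylation genes moved little, with medians between −0.13 and 0.05. Glycolysis and hypoxia genes were higher in Podofilox (0.48) and Diphenyleneiodonium Cl (0.19) and lower in Antimycin A (−0.30). The cell cycle list, with 22 of its 31 genes tested, passed in camera only in Antimycin A (0.17). With fry it also passed in AEG-3482, BerberineA, Clofilium tosylate and Podofilox, and under an estimated correlation it passed in no compound. Tubulin genes were higher in AEG-3482 (0.72) and lower in Diphenyleneiodonium Cl, Clofilium tosylate, BerberineA and Dihydrorotenone, and did not pass in Podofilox (−0.03, camera adjusted p = 0.927), and Tuba1b shares 75.2% of its 31-mers with other genes.

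Counting the NRF2 and ATF4 lists, 72 of 104 tests passed with the preset correlation. With a correlation estimated from the data 17 passed, all of them among the 72. With fry 78 passed, 66 of them among the 72. The 11 calls that held under the estimated correlation beyond NRF2 and ATF4 were heat shock proteins in Cardamonin, AEG-3482 and Podofilox, endoplasmic reticulum chaperones in BerberineA, Clofilium tosylate, Dihydrorotenone and Podofilox, cholesterol synthesis in Antimycin A and BerberineA, and the interferon list in BerberineA and Diphenyleneiodonium Cl. Library scores differed among the 8 compounds for all 13 lists in a permutation test over the 24 treated libraries, with adjusted p-values from 1.3e-05 to 3e-05, and the smallest p that 100000 resamples can give is 1e-05.

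**Figure D3:**
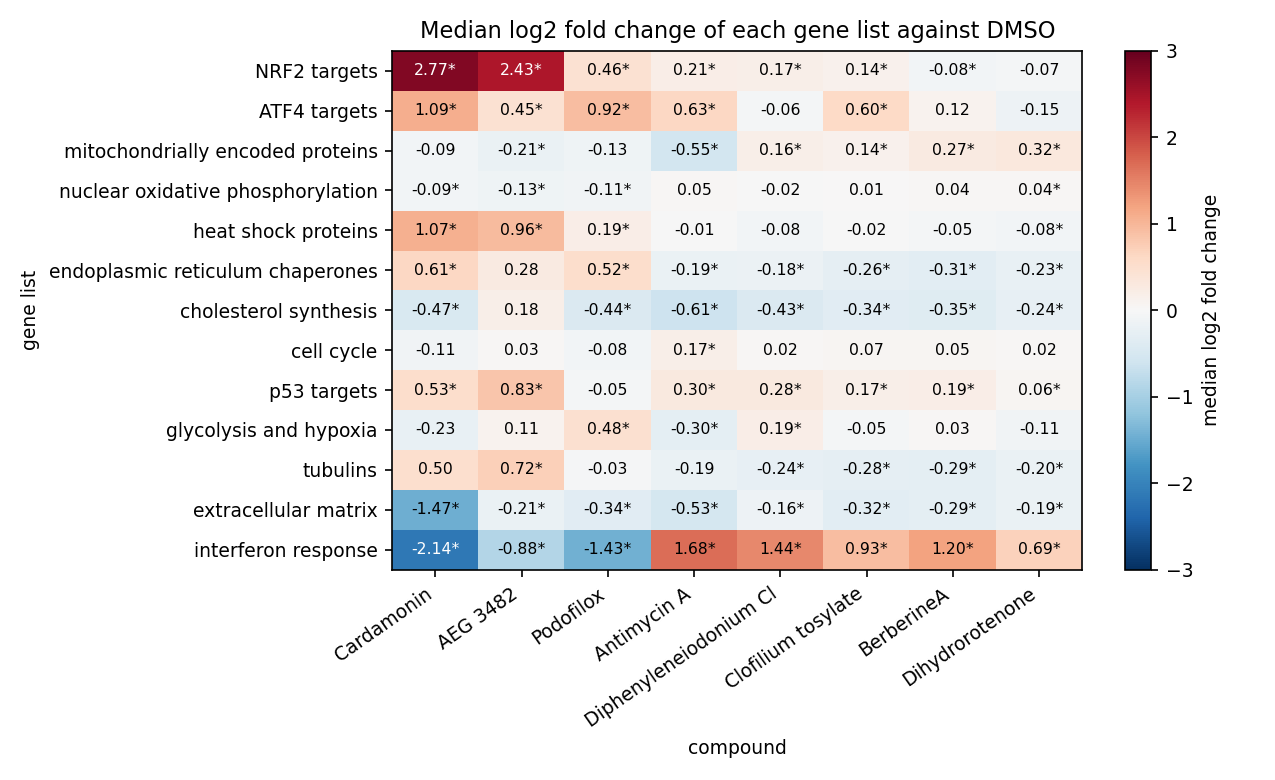
Median log2 fold change against DMSO of 13 gene lists (vertical axis) in 8 compounds (horizontal axis), with the median printed in each cell and an asterisk where the limma camera adjusted p was below 0.05. The NRF2 list was highest in Cardamonin (2.77) and AEG-3482 (2.43), and the interferon list was higher in 5 compounds and lower in Cardamonin, Podofilox and AEG-3482. Under some scaling the sign changed in 7 cells without an asterisk: glycolysis and hypoxia in BerberineA and AEG-3482, the cell cycle in AEG-3482 and Cardamonin, mitochondrially encoded proteins in Cardamonin and Podofilox, and nuclear oxidative phosphorylation in Antimycin A.

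Log2 fold changes against DMSO were correlated across the 13644 tested genes for each of the 28 pairs of compounds, with the caution that genes are not independent replicates and that all comparisons share the DMSO libraries. Unchanged groups simulated against shared controls gave a mean r of 0.33, between 0.27 and 0.39 over 100 simulations. These values hold for groups without any effect. Shared controls weigh less in r where many genes change, so the range is no reference for low or middling r between such compounds. The observed median r was 0.33, with a range from 0.08 to 0.82. With separate DMSO libraries for the compounds of a pair, which moved the value most, the median was 0.28. The 10 pairs among Antimycin A, BerberineA, Clofilium tosylate, Dihydrorotenone and Diphenyleneiodonium Cl had r from 0.68 to 0.82, above every simulated value, and from 0.51 to 0.70 with separate DMSO libraries. These 5 compounds were put together after the values were seen. The 15 pairs between them and the other 3 had r from 0.08 to 0.34. With separate DMSO libraries their r was from 0.04 to 0.29. Among the other 3, AEG-3482 and Cardamonin had r = 0.75, Podofilox and Cardamonin r = 0.59, and AEG-3482 and Podofilox r = 0.38. With separate DMSO libraries, which remove the shared controls behind the simulated values, the same pairs had r = 0.73, 0.56 and 0.35. The r of 0.38 lies within the simulated range, but most of it remained without shared controls. A principal component analysis put 49.3% of the variance on component 1, 11.3% on component 2, 9.01% on component 3 and 5.02% on component 4.

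**Figure D4:**
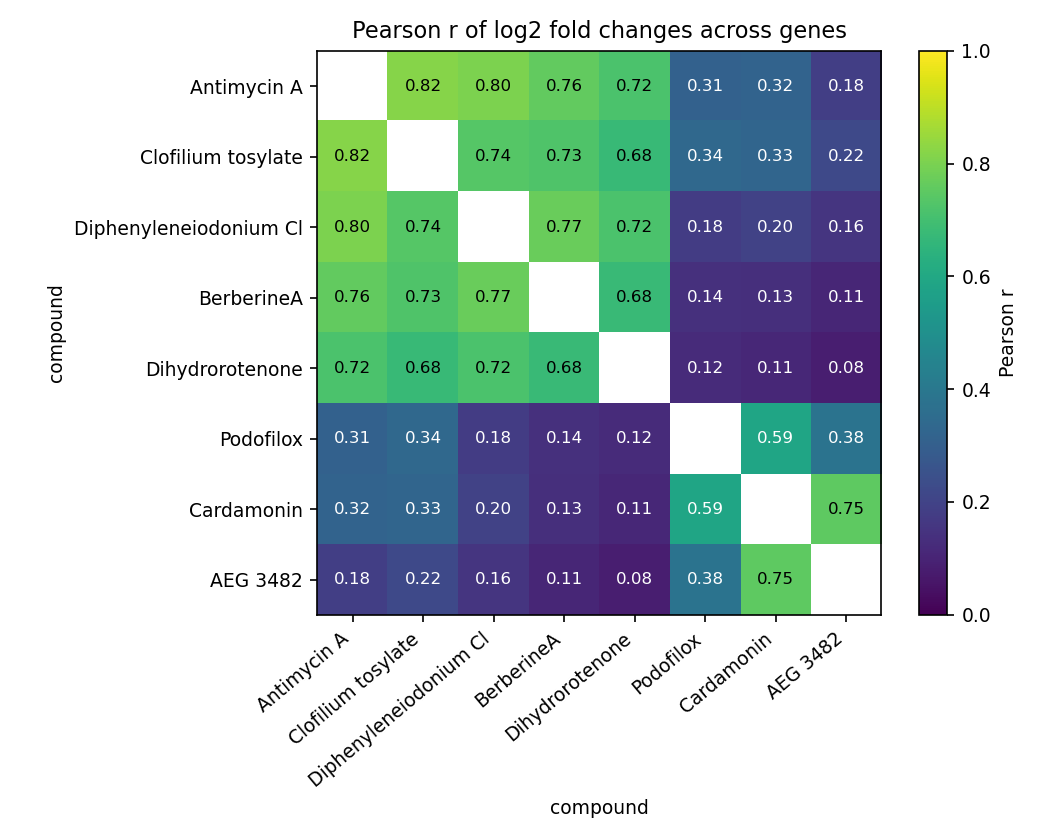
Pearson r between the log2 fold changes of 2 compounds against DMSO, across 13644 genes, for each pair, with r printed in each cell and the diagonal left empty. Pairs among Antimycin A, Clofilium tosylate, Diphenyleneiodonium Cl, BerberineA and Dihydrorotenone had r from 0.68 to 0.82, AEG-3482 and Cardamonin had 0.75, and unchanged groups sharing the DMSO libraries gave a mean of 0.33 in simulation.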

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

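Among the tests given here, that on the summed satellite-like genes was chosen only after the result was seen. The test of genomic DNA was written before its value was known.

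In the group of 6 DMSO libraries, 41 measures were screened for a single library far from the others, and 2 passed the 95% limit of Dixon's ratio, where chance gives about 2.05. The groups of 3 were not screened.

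DMSO replicate 6 stood apart in the summed level of 6 predicted genes made of satellite-like repeat sequence, with a gap of 0.756 of the group's range. The genes are Gm10800 and Gm10801 on chromosome 2 and Gm10715, Gm10717, Gm10718 and Gm10719 on chromosome 9, singled out after their values were seen. Their sum was 9.19 on the log2(TPM + 1) scale in replicate 6 and 5.79 to 6.62 in the other 5 DMSO libraries, and 585 TPM in replicate 6 itself. The level was also high in Podofilox, from 48.3 to 135 TPM, while the 21 libraries of the other 7 compounds had 0.514 to 55.1 TPM with a median of 2.44. Reads exchanged with similar sequences outside the 6 genes are open and untested. Genomic DNA carried into the libraries stays open. It was predicted to raise the summed TPM of 1636 olfactory and vomeronasal receptor genes in the same libraries and most in DMSO replicate 6, and the sum was 25.2 TPM there and 23.01 to 30.9 TPM over all 30 libraries, so the prediction failed. How far the sum of single-copy genes would rise when repeats present in many copies rise is not known from these data, so the failure does not exclude genomic DNA. No label names a library batch, and none was tested. In order of library number, the other 7 compounds held places 1 to 21, and Podofilox and DMSO places 22 to 30. The high level thus followed the library numbers as well as the groups, although BerberineA replicate 3, with 55.1 TPM, reached the Podofilox range. A difference between library batches is therefore open, and it would also enter the comparisons of these 7 compounds with DMSO. For the lower level in the other 7 compounds, an effect of the compounds is also open and untested. Replicate 6 received no compound, and no biological explanation was tested for it.

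DMSO replicate 1 was lower than the other 5 DMSO libraries in Trib3, with a gap of 0.673 of the group's range. It had 2.02 on the log2(TPM + 1) scale against 2.40 to 2.58. The longest Trib3 transcript shares 0% of its 31-mers with those of the other listed genes, which argues against reads shared with a paralog among them. No other technical and no biological explanation was tested for this library, and 2 such results are what chance gives among 41. The rise of Trib3 by 2.95 in Clofilium tosylate stayed past the threshold when DMSO replicate 1 was left out.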

How the results depend on the processing

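Counts of changed genes stayed within 1.5 times their values in 102 of 104 combinations of compound and setting other than single libraries left out. The exceptions were 898 genes for Dihydrorotenone when fitted with DMSO alone, a fit with fewer samples, and 4486 for BerberineA with array weights against 2967, where the cause was not tested. Leaving out 1 library at a time gave 1233 to 2179 genes for Dihydrorotenone, the lowest without its own replicate 1, and left the other 7 compounds within 1.5 times. All 32 named genes kept direction and call in 288 fits that left out a library and in 413 values under other settings. A fit of protein-coding genes alone, chosen after seeing the data, moved no count by over 1.5 times.

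The NRF2 and ATF4 lists never reversed, and 393 of 416 values kept their side of the threshold. An estimated correlation lost the NRF2 calls in Antimycin A (0.21), BerberineA (−0.0796), Clofilium tosylate (0.14), Diphenyleneiodonium Cl (0.17) and Podofilox (0.46) and the ATF4 call in AEG-3482 (0.45), with medians unmoved by construction, and reduced the calls of the other 11 lists from 60 to 11. Of the 56 direct contrasts between compounds, 33 passed under it against 48, an alternative chosen after seeing the data. The BerberineA NRF2 call was also lost with fry (−0.0796), the exact permutation test (−0.0962, a difference in mean library score) and DMSO replicates 1 to 3 only (−0.0526). Dihydrorotenone's NRF2 list passed without 4 members (−0.0843), without a filter (−0.0669), after quantile normalization (−0.0323) and without the 20 most abundant genes (−0.0874). Its ATF4 list passed in the exact permutation test (−0.13, a difference in mean library score), with fry (−0.15), without 4 members (−0.20) and without a filter (−0.14). BerberineA's ATF4 list passed with fry (0.12). The cause was not tested. With single libraries left out, the NRF2 median went from −0.111 to −0.0296 in Dihydrorotenone, passing without its replicate 1, DMSO replicate 3 or DMSO replicate 5, and from −0.12 to −0.0438 in BerberineA, lost without DMSO replicate 4. The median correlation of compounds was 0.28 with separate DMSO libraries, which removes the shared controls.

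Replicate numbers gave no clear pairing of libraries. Deviations of same-numbered libraries from their group means correlated from −0.05 to 0.12 over 24 compound and DMSO pairs, over 0.1 in 2. With the replicate number as a block and DMSO replicates 1 to 3 only, counts were 4714 for Antimycin A, 1678 for Dihydrorotenone, 3064 for Diphenyleneiodonium Cl, 9235 for Cardamonin, 2646 for BerberineA, 2873 for Clofilium tosylate, 8872 for AEG-3482 and 5930 for Podofilox. Without the block on the same libraries they were, in the same order, 4629, 1562, 2965, 9175, 2540, 2765, 8835 and 5862. Each was lower than with it, so a weak pairing is not excluded. The BerberineA NRF2 list (−0.0526) did not pass and the heat shock median in Antimycin A was 0.0224, and both were alike without the block on the same libraries.

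No list whose value reversed had passed the threshold in the report. The values are medians, except in the exact permutation test, where they are differences in mean library score. A sign unlike that of the main median is therefore no reversal of a median in that test. Heat shock proteins in Antimycin A were 0.0224 with DMSO replicates 1 to 3 only, 0.0143 with array weights and −0.0189 to 0.0752 with a library left out. In AEG-3482, glycolysis and hypoxia was −0.15 in the exact permutation test, −0.00726 after median-ratio scaling and −0.0486 after quantile normalization, and the cell cycle was −0.0569 after median-ratio scaling, −0.0255 without the 20 most abundant genes and −0.0584 to 0.0925 with a library left out. In BerberineA, glycolysis and hypoxia was −0.00254 after median-ratio scaling, −0.0138 after quantile normalization and −0.00139 to 0.0654 with a library left out. In Dihydrorotenone, glycolysis and hypoxia was 0.00193 with array weights and −0.18 to 0.00128 with a library left out, and the cell cycle was −0.0178 without a filter. The cell cycle was 0.0354 in Cardamonin and 0.22 in Podofilox with a mean of at least 5 TPM, and 0.0582 in Cardamonin after quantile normalization. Quantile normalization also gave 0.0823 in Cardamonin and 0.0368 in Podofilox for mitochondrially encoded proteins and −0.00457 in Antimycin A for nuclear oxidative phosphorylation. Tubulins in Podofilox had a difference in mean library score of 0.14 in the exact permutation test, where they passed, and medians of −0.0496 to 0.00191 with a library left out. Ranges with a library left out also crossed 0 for Clofilium tosylate in heat shock proteins (−0.0534 to 0.00544) and nuclear oxidative phosphorylation (−0.00491 to 0.0343), and for Diphenyleneiodonium Cl in the cell cycle (−0.00150 to 0.0440) and nuclear oxidative phosphorylation (−0.0332 to 0.0112). The cause was not tested. Of the other values of these 11 lists, 156 became weaker and 35 stronger. Depth is unknown, so what it limits was not assessed.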

Other observations

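Of the tests in this part, those on splits of the libraries, on scaling and on macrophage markers were chosen only after the result was seen. The tests on Gm20594, on reads shared between genes, on shared DMSO libraries, on NF-kB targets and on serum response factor genes were written before their values were known, on patterns already noticed in the same data.

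For each compound, the 9 libraries of the compound and DMSO were split into 3 and 6 in all 84 ways, and the count of genes with an adjusted limma p below 0.05 was repeated in a fit of these libraries alone. In each of the 8 compounds, 1 of the 84 splits, the real one, gave as many genes. The real splits gave 9199 genes in Cardamonin, 8799 in AEG-3482, 5675 in Podofilox, 4284 in Antimycin A, 2809 in Diphenyleneiodonium Cl, 2257 in Clofilium tosylate, 2011 in BerberineA and 898 in Dihydrorotenone, and the largest count from any other split was 3.

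Against DMSO, 76 genes were higher in all 8 compounds and 179 were lower in all 8. Chance values of the shared DMSO libraries may contribute. With DMSO replicates 1 to 3 alone 241 such genes were found, and 101 of them (41.9%) were found again with DMSO replicates 4 to 6 alone, while 239 had the same sign in all 8 compounds there. Limits set beforehand for this share were over 50% found again to count against this explanation and under 10% to count for it. DMSO replicates 4 to 6 alone gave 126 such genes, and the same 101 were most of them, a share for which no limit had been set. The answer thus depends on the set started from, so the explanation stays open for an unknown part of the genes. With another group as the reference, the same counts were 1656 higher and 1499 lower for Cardamonin, 811 and 1688 for AEG-3482, 27 and 48 for Antimycin A, and at most 4 in either direction for BerberineA, Clofilium tosylate, Dihydrorotenone and Diphenyleneiodonium Cl, and Podofilox lay between AEG-3482 and Antimycin A. Genes shared by all comparisons therefore also arise whenever the reference itself stands apart. No label names a library batch, and none was tested. At least 2-fold changes in all 8 were found for 2 genes, both lower: Ccl20, with 62.7 to 95.5 TPM in the DMSO libraries and 0.0843 to 39.5 TPM in the treated libraries, and Dio3, with 43.1 to 83.99 TPM against 2.02 to 24.6 TPM.

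Ccl20 may have fallen with other targets of NF-kB. Over 18 such targets, without Ccl20 and Saa3, which had been seen already, but with Nos2 and Il6, which are named in the report, the median change was −2.18 in AEG-3482 and −1.78 in Cardamonin, and between −0.37 and −0.19 in Antimycin A, BerberineA, Clofilium tosylate, Dihydrorotenone and Diphenyleneiodonium Cl. In both AEG-3482 and Cardamonin 17 of 18 targets were lower, while Ptgs2 rose by 2.48 (25.3 to 145 TPM) and 3.05 (25.3 to 217 TPM). The median was −0.0223 in Podofilox, the highest of the 8, where 10 of 18 targets were lower. There Il6 rose by 2.44 (14.6 to 83.0 TPM), Nos2 by 2.13 (62.7 to 275.5 TPM), Cxcl2 by 1.01 and Cxcl1 by 0.61 on the log2 scale, while Vcam1 fell by 1.43 and Ccl20 by 1.39. The median is below 0 as predicted but close to it over targets that went both ways, so it decides nothing, a judgement made after it was seen. Whether lower NF-kB targets account for Ccl20 in all 8 compounds is therefore open, and the strong rises in Podofilox go against it there.

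Acta2 may have fallen in Cardamonin and AEG-3482 together with other contractile and serum response factor genes. Over 11 such genes, without Acta2, the median change was −2.68 in Cardamonin and −1.63 in AEG-3482, lower than in the other 6 compounds as predicted. Podofilox was close to AEG-3482, with a median of −1.37 and all 11 genes lower. This is in line with a lower contractile programme as a candidate explanation, found and tested on the same libraries.

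The interferon list was higher in 5 compounds and lower in 3. Over 8 compounds and 3 scalings, the list median lay at least 0.71 (log2) from the median of all genes and camera, which compares the list with the other genes, passed in 24 of 24 cases with the same direction. Because a scaling moves all genes of a library alike, this argues against the scaling of TPM. Because primary tail cultures may hold macrophages, 13 macrophage markers of 15 written were compared. In DMSO, Lyz2 had 157 ± 17.8 TPM, Cd68 13.1 ± 1.46 TPM and Adgre1 10.4 ± 1.05 TPM (SD, n = 6). How many of the 13 the fibroblasts themselves express was not analysed here. The median marker was above DMSO in 0 of the 5 compounds with a higher interferon list, with −0.71 in Antimycin A, −0.50 in Diphenyleneiodonium Cl, −0.34 in Dihydrorotenone and Clofilium tosylate and −0.29 in BerberineA, which argues against more RNA from macrophages. In the 3 compounds with a lower interferon list it was −0.56 in AEG-3482, the least lowered, −0.59 in Cardamonin and −0.60 in Podofilox. The markers fell as far in Antimycin A, where the list rose. Losing macrophage RNA would lower no gene further than markers that only macrophages express. On that assumption, 13 interferon genes and 7 markers with a DMSO mean of at least 5 TPM were compared as log2 ratios of TPM. The medians of the interferon genes and of the markers were −2.39 and −0.90 in Cardamonin, −1.57 and −0.71 in Podofilox and −0.99 and −0.63 in AEG-3482. The mean difference was −2.20 in Cardamonin (exact permutation of the 20 genes, two-sided p = 9.80e-04), −0.999 in Podofilox (0.00108) and −0.40 in AEG-3482 (0.272), where genes are not independent replicates. In Cardamonin the markers also moved apart, since Cd68 rose from 13.1 to 33.1 TPM and Trem2 from 7.12 to 17.1 TPM, while Lyz2 fell to 84.2 TPM and Adgre1 to 1.91 TPM. In every library, 6 of the 7 markers in Cardamonin, 6 in Podofilox and 4 in AEG-3482 stayed above the interferon median. If only macrophages express these markers, the values argue against less RNA from macrophages as the whole cause in Cardamonin and Podofilox. Whether only macrophages do was not analysed, so the whole cause is not excluded there, and it stays open in AEG-3482. A stricter comparison, made earlier, took the most lowered marker alone, Adgre1, with −2.46 in Cardamonin, −1.64 in Podofilox and −2.08 in AEG-3482. In every library, 5 of the 13 interferon genes in Cardamonin, 5 in Podofilox and 0 in AEG-3482 fell further than Adgre1 did in any library, fewer than the 7 then asked for, although a limit of 3 would have been passed in the first 2. A contribution of macrophages, partial or whole, stays open in all 3, more so if fibroblasts express the markers, as do effects of the compounds on interferon signalling.

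Gm20594 on chromosome 6 (positions 79817916 to 79818364), a predicted gene singled out after its values were seen, had 1828 to 2033 TPM in BerberineA and 838 to 967 TPM in Antimycin A, against 182 to 259 TPM in DMSO. Reads of the mitochondrial 16S ribosomal RNA assigned to it are a candidate source. Of its 419 31-mers, 42 (10.0%) are in mt-Rnr2, the gene of that RNA. The prediction was that most would be, so the test came out against it, but a shared stretch of this size can still attract reads of an abundant ribosomal RNA, so that source is not excluded. An effect of the compounds themselves is open.

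Pseudogenes varied more between replicates than protein-coding genes. For 840 tested pseudogenes the spread was 2.07 times that of protein-coding genes, as the median of the ratios in 10 expression deciles. Reads shared between near-identical genes may contribute. Protein-coding genes that share over 50% of their 31-mers had 1.22 times the spread of those that share none, as the median of the decile ratios. The ratios were 1.08 to 1.79 over the 10 deciles. The median of 1.22 is barely above the ratio of 1.2 that was counted as a difference and well below the ratio of the pseudogenes. Sharing of this kind was thus seen to act in the predicted direction but was not shown to account for the whole difference. No biological explanation was tested.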
